A study of Homo sapiens with 6 samples.

How the data were processed

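Chromatin occupancy of MYT1L, a zinc-finger transcription factor of the nervous system, was measured by CUT&RUN in cells of the human embryonic stem cell line H1 at day 30. In CUT&RUN an antibody directs a nuclease to a protein on chromatin, and the DNA released around it is sequenced. Per the series' design text the cells were cortical interneurons derived from the stem cells, whereas the cell type given for each sample is embryonic stem cells, the starting material. There were 4 libraries made with an antibody to MYT1L and 2 made with IgG, an antibody without a chromatin target that serves as negative control. Groups and replicate numbers were taken from the sample titles. The peak names inside the 4 MYT1L lists carry sample numbers that are each 1 higher than the titles, while those of the IgG lists match them. The titles were followed, so a MYT1L replicate number may not be the number used at the bench. Libraries were prepared with a commercial CUT&RUN kit and pooled in equimolar amounts, per the labels' protocols.

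Each library had 1 deposited peak list with no header. The labels name no aligner, genome build, peak caller, threshold or control library, and nothing in them says that replicates were pooled; the peak names carry 1 sample number per list. Each deposited peak has a start, an end, a summit, a fold enrichment over background (a ratio), a deposited −log10 p, a deposited −log10 q and a deposited score. These are the authors' own values per peak. They were used to describe, rank or filter peaks within a list and to estimate depth. Folds of shared peaks and regions were also set side by side across libraries, without correction for depth. The deposited score equalled 10 times the −log10 q, truncated, in at least 99.99% of the peaks of every library, and the lowest −log10 q of each list lay just above 2, between 2.00 and 2.01. The sequence names in the lists are those of GRCh38, and coordinates are given as in the lists, counted from 1. The gene table used is that of GRCh38.p14.

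Depth is not stated, so it was estimated from the peaks. In the formulas of the peak caller MACS, the fold is (pileup + 1) / (background + 1) and p is a Poisson probability of the pileup given the background. For between 99.87% and 100% of the peaks of a library with a −log10 p up to 200, a whole-number pileup reproduced both deposited values within 0.0002 on the −log10 p scale. Pileups set midway between whole numbers did so for at most 0.61% of peaks. The lowest background shared by peaks was taken as the genome-wide background, and the step between local backgrounds in a window of 10 kb gave the fragment length. Their quotient is the background in fragments per kb. These are estimates that assume the caller's formulas, and total read numbers are unknown. To compare libraries at one depth, each pileup and background was reduced binomially to the depth of a shallower library, and the expected number of peaks that would still pass that library's lowest deposited −log10 p was summed. On simulated peaks whole pileups were recovered in 100% of 4812 cases, and the expected number after thinning was 0.996 to 1.006 of the simulated one. The thinning simulation had a single background level and a threshold that rose about as from the MYT1L to the IgG lists. It does not cover libraries with nearly equal thresholds, such as the IgG pair.

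Comparisons used peaks on chromosomes 1 to 22, X and Y. Peaks shared at least 1 bp to count as overlapping, and peaks of the MYT1L libraries connected by overlap formed a region. A region was called reproducible with a peak in at least 3 of the 4 MYT1L libraries. Regions and overlap counts were checked against bedtools 2.31.1, with 0 differences over 49028 regions and 15 pairs of libraries. Random expectations came from 1000 placements of each list within its own chromosomes (100 for the alternatives and for the distance to genes). Uniform placement ignores mappability and open chromatin, so it shows only the overlap that covered length alone would give.

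The comparison of summits with promoters had been planned on transcription starts. The gene table gives no strand, so a summit within 1000 bp of either end of a protein-coding gene was counted, called a gene-end peak here, and 3′ ends are therefore included. The table does not give exons or introns, and these were not assigned. A planned search for the MYT1-family core sequence at summits needs a genome sequence and was not run.

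Group differences in peak number, covered length and gene-end share were tested by exact permutation over the 15 splits of the 6 libraries into 4 and 2, two-sided, and the smallest p this design allows is 0.133. Shares of regions were compared by Fisher's exact test, two-sided. Regions are not independent replicates, so these p-values describe the lists and not new libraries. Confidence intervals of shares are 95% Wilson intervals and cover counting error only. For 6 gene lists (autism-associated, Notch pathway, ventral forebrain and interneuron, pluripotency, liver and muscle, ribosomal protein), the genes with a reproducible region without IgG peak within 5000 bp of either end were counted. They were compared with 10000 random lists of protein-coding genes matched on gene length in 10 classes, two-sided, with Benjamini-Hochberg adjustment over the 6 lists. Lists were not matched on expression. One pluripotency gene, ESRG, is not protein-coding in the gene table and was left out. On simulated hits, 3% of 100 random lists and 100% of 100 lists with 29 of 36 genes hit had an unadjusted p under 0.05. The simulated hits did not depend on gene length, so the matching on length was not tested.

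Named regions were the 10 with a peak in all 4 MYT1L libraries, no IgG peak and the highest mean percentile of fold within each library. In addition, 17 genes were examined whatever their values, of which 1 is not reported here. The groups, tests, alternatives, gene lists and naming rule were fixed before the data were examined. The use of gene ends, the depth estimate, the thinning and a ranking of regions by −log10 q were chosen afterwards. Alternatives were a −log10 q of at least 5, equal numbers of top peaks per MYT1L library, overlap of 50% of the shorter interval, summits within 200 bp, at least 2 or all 4 libraries, every sequence in the lists, a gene-end distance of 5000 bp, all genes, gene bodies, IgG regions kept, ranking by −log10 q, pairing by replicate number, and leaving out each library in turn. When a MYT1L library was left out, at least 2 of 3 libraries counted as reproducible. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.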

Results

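Peak lists from 6 CUT&RUN libraries of H1-derived cells at day 30 were compared, 4 made with an antibody to MYT1L and 2 with IgG. The design asks where on the genome MYT1L lies in cortical interneurons derived from stem cells, with IgG as the measure of background. On chromosomes 1 to 22, X and Y, MYT1L replicate 1 had 27926 peaks, replicate 2 had 12310, replicate 3 had 18966 and replicate 4 had 30086. IgG replicate 1 had 976 peaks and IgG replicate 2 had 998. The estimated genome-wide background, a measure of depth, was 5.99, 2.25, 5.26 and 4.78 fragments per kb in MYT1L replicates 1 to 4. It was 1.55 and 0.9503 fragments per kb in IgG replicates 1 and 2, so every MYT1L library was deeper than either control. The deepest library had 6.30 times the depth of the shallowest.

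MYT1L libraries had 22322 ± 8230 peaks (mean ± SD, n = 4) and IgG libraries 987.0 ± 15.6 (SD, n = 2). The log2 ratio of geometric means was 4.41, or 21.3-fold (exact permutation test, two-sided, p = 0.133, the smallest this design allows). Each MYT1L library had more peaks than each IgG library. Peaks covered 9.89 ± 5.04 Mb (SD, n = 4) in MYT1L and 0.378 ± 0.0341 Mb (SD, n = 2) in IgG libraries, a log2 ratio of 4.55 (exact permutation test, two-sided, p = 0.133). The mean peak width was 425 ± 73.2 bp (SD, n = 4) against 384 ± 40.6 bp (SD, n = 2), a difference within the spread between MYT1L libraries. Of the alternatives, leaving out MYT1L replicate 2 moved the ratio of peak numbers most, to a log2 value of 4.67. The groups also differed in depth. When each MYT1L library was thinned to the depth of IgG replicate 1, it was expected to keep 5192, 7848, 4431 and 12193 peaks in replicates 1 to 4, against 976 observed in that control. At the depth of IgG replicate 2 the expected numbers were 2861, 4288, 2438 and 7591, against 998.

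**Figure D1:**
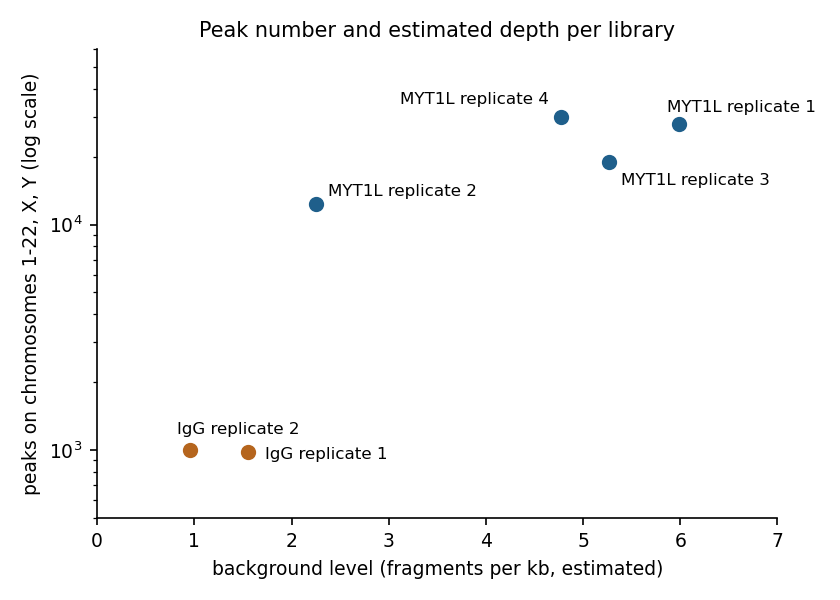
Peaks per library on chromosomes 1 to 22, X and Y (log scale) against the estimated genome-wide background in fragments per kb, with 1 point per library. The 4 MYT1L libraries (blue) lie between 12310 and 30086 peaks and the 2 IgG libraries (brown) at 976 and 998, at lower depth.

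The median fold of the peaks was 5.30 ± 0.311 (SD, n = 4) in MYT1L and 5.90 ± 0.0957 (SD, n = 2) in IgG libraries. These medians are over called peaks, and the lists do not start at the same strength: the lowest deposited −log10 p was 4.24 to 4.73 in MYT1L lists and 5.54 and 5.58 in IgG lists. The medians are therefore given as descriptions of each list.

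Agreement between the MYT1L libraries was measured as the share of the smaller peak list that overlapped the larger. Over the 6 pairs this share averaged 62.6% ± 6.62 (SD over pairs, which share libraries) and ranged from 54.4% to 71.6%. Random placement of the smaller list gave 0.840% on average and at most 1.28% for any pair (p = 0.001 by permutation of positions, one-sided, the smallest that 1000 placements can give). The alternative that moved this most counted only summits within 200 bp of each other, which gave 45.1%. Over shared peaks, Spearman's rho of the fold averaged 0.499 ± 0.0290 over the 6 pairs. It is a correlation across peaks, which are not independent replicates.

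By share of the smaller list, IgG peaks were found in the MYT1L lists more often than MYT1L peaks were found in one another. The IgG lists were far shorter and began at a higher −log10 p, which by itself can raise that share. Of the bases covered by either list, a fraction of 0.183 to 0.331 was shared in MYT1L pairs. It was 0.0203 to 0.0641 in pairs of IgG with MYT1L, which the small length of the IgG lists keeps low. Both measures depend on list length, so they do not rank these pairs by agreement. Over the 8 pairs of an IgG and a MYT1L library, 82.2% ± 7.16 (SD over pairs) of the IgG peaks overlapped a MYT1L peak, with a range of 70.5% to 89.7%. In IgG replicate 1, 93.3% of peaks (911) overlapped a peak of at least 1 MYT1L library, and 66.3% overlapped peaks of all 4. The corresponding shares were 92.5% (923) and 65.8% in IgG replicate 2. The IgG lists overlapped each other at 41.0% of the smaller list (400 peaks).

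**Figure D2:**
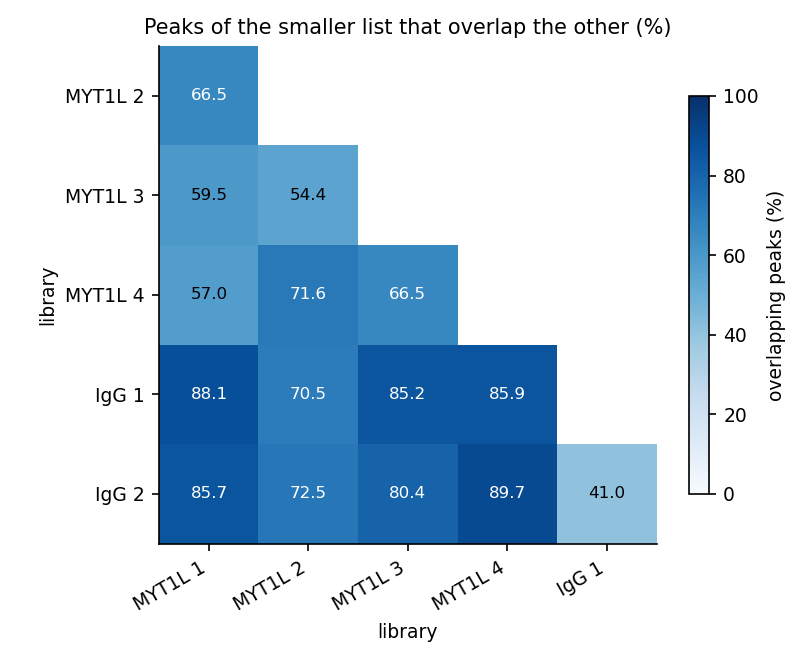
Percent of peaks in the smaller of 2 lists that overlap a peak of the larger list by at least 1 bp, for each pair of the 6 libraries (darker is higher). MYT1L pairs range from 54.4% to 71.6%, pairs of IgG with MYT1L from 70.5% to 89.7%, and the IgG pair is at 41.0%.

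The peaks of the 4 MYT1L libraries formed 49028 regions. Of these, 28462 had a peak in 1 library, 8267 in 2, 6347 in 3 and 5952 in all 4. Random placement gave on average 882 regions in 2 libraries and 7.25 in 3. A total of 12299 regions were reproducible, against 7.28 on average and at most 16 over 1000 random placements. The number depended on the threshold. It was 5952 when all 4 libraries were required and 20566 when 2 sufficed. Leaving out MYT1L replicate 2, the shallowest, and asking for 2 of the other 3 gave 19077 regions. Regions seen in a single library came mostly from MYT1L replicate 4 (11253 regions) and replicate 1 (10077), with 4753 from replicate 3 and 2379 from replicate 2.

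Overlap with IgG peaks rose with the number of MYT1L libraries that shared a region. It was 0.253% (95% Wilson interval 0.201% to 0.318%) for regions in 1 library, 1.16% in 2, 4.51% in 3 and 15.5% (14.6% to 16.4%) in all 4. Of the reproducible regions, 1208 (9.82%) overlapped an IgG peak and 11091 did not. The odds of an IgG peak were 42.9 times higher in reproducible than in single-library regions (Fisher's exact test, two-sided, p at most 1.0e-300, the smallest value written). With equal numbers of top peaks per library the log2 odds ratio fell from 5.42 to 3.05, the largest move among the alternatives. Reproducible regions were also wider, with a median of 794 bp against 260 bp, which by itself raises the chance of an overlap.

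**Figure D3:**
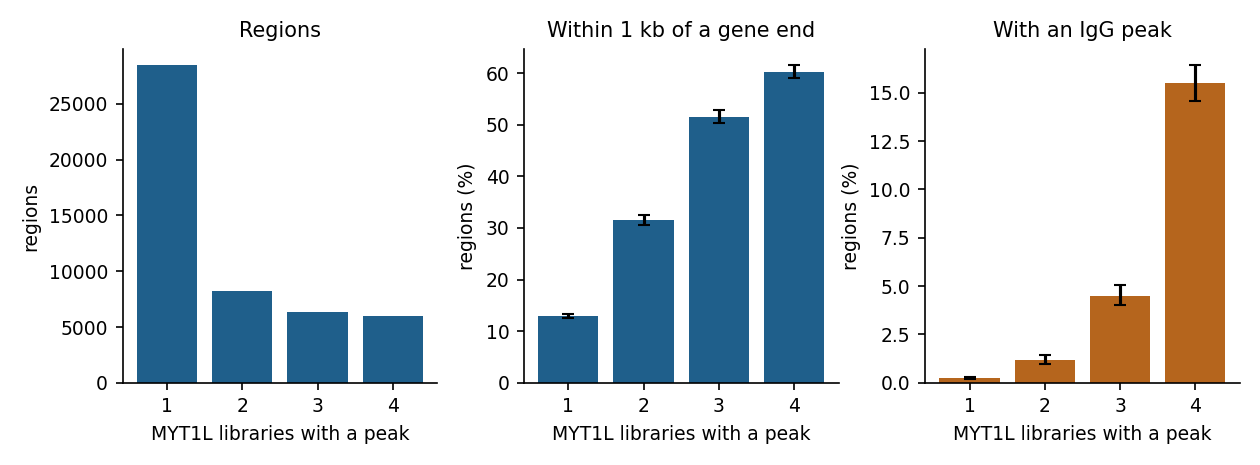
Number of regions (left), percent of regions within 1 kb of a protein-coding gene end (middle) and percent overlapping an IgG peak (right), by the number of MYT1L libraries with a peak in the region; error bars are 95% Wilson intervals. From 1 to 4 libraries the number falls from 28462 to 5952, the gene-end share rises from 13.0% to 60.3% and the IgG share from 0.253% to 15.5%.

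Location relative to genes was compared next. Gene-end peaks, with a summit within 1000 bp of either end of a protein-coding gene, made up 32.8%, 42.2%, 39.7% and 39.6% of the peaks in MYT1L replicates 1 to 4. They made up 12.8% (95% Wilson interval 10.9% to 15.1%) in IgG replicate 1 and 30.3% (27.5% to 33.2%) in IgG replicate 2. Random placement gave between 2.48% and 2.79% in every library. The group means were 38.6% ± 4.02 (SD, n = 4) and 21.5% ± 12.3 (SD, n = 2), a difference of 17.0 percentage points (exact permutation test, two-sided, p = 0.133, the smallest this design allows). The size of the difference rested on which control was used. It was 8.32 points without IgG replicate 1 and 25.8 points without IgG replicate 2. Restricting all lists to a −log10 q of at least 5 moved it to 38.1 points. A further 27.7% ± 1.39 (SD, n = 4) of MYT1L summits lay elsewhere within a protein-coding gene, against 14.5% ± 0.775 (SD, n = 2) of IgG summits.

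Among regions, 13.0% of those in 1 library and 55.8% of the reproducible ones lay at a gene end (odds ratio 8.44, Fisher's exact test, two-sided, p at most 1.0e-300, the smallest value written). Reproducible regions without an IgG peak were at gene ends in 58.6% of cases, and those with one in 30.2%. Of 20037 protein-coding genes, 8860 (44.2%) had a reproducible region without IgG peak within 5000 bp of an end.

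The 10 regions with the highest fold in all 4 MYT1L libraries and no IgG peak lay away from gene ends, each over 1 kb from the nearest. The first, on chromosome 17 from 26494631 to 26494835, had a fold of 28.7 ± 3.14 (SD, n = 4) and lay outside protein-coding genes, 799 kb from the nearest gene end, that of WSB1. The second, on chromosome 17 from 23190201 to 23190515, had a fold of 23.7 ± 2.99 and lay 1486 kb from KCNJ18. The third, on chromosome 12 from 2255805 to 2256088, lay inside CACNA1C, 251 kb from the nearest gene end, and had a fold of 23.4 ± 2.20. Also on chromosome 17 were the regions from 21960078 to 21960662 (fold 21.9 ± 1.55, 255 kb from KCNJ18) and from 24888021 to 24888257 (fold 21.2 ± 4.19, 2406 kb from WSB1). The remaining 5 lay closer to gene ends. They were on chromosome 7 from 158595146 to 158595406, 7.32 kb from PTPRN2 (fold 22.5 ± 5.90), on chromosome 1 from 236097108 to 236097406, 32.0 kb from NID1 (18.1 ± 1.39), and on chromosome 22 from 18890862 to 18891186, 15037 bp from DGCR6 (17.9 ± 1.67). The last were on chromosome 5 from 178585518 to 178585746, inside COL23A1 and 4.65 kb from its end (17.4 ± 3.12), and on chromosome 18 from 4510716 to 4511027, 55.4 kb from DLGAP1 (18.8 ± 6.26). Of these 10 regions, 5 lay over 100 kb from a gene end, as did 27 of the 100 with the highest fold, of which 49 lay within 1 kb of a gene end, and 380 (7.55%) of all 5030 such regions. The longest gene-free stretch of a chromosome held 30% of the top 10 regions, and these stretches make up 6.30% of the length of the chromosomes. When each MYT1L library was left out in turn, 8 to 9 of the 10 stayed among the top 10.

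Of the 17 genes examined whatever their values, 4 had a reproducible region within 5 kb of an end, each with peaks in 3 libraries and no IgG peak. These were HES1 (chromosome 3, 194134507 to 194135238, fold 4.36 ± 0.419), HES5 (chromosome 1, 2526000 to 2526928, fold 5.11 ± 1.16), DLX2 (chromosome 2, 172102289 to 172103193, fold 4.63 ± 1.25) and NKX2-1 (chromosome 14, 36517646 to 36518962, fold 4.01 ± 0.159; SD, n = 3 each). HES1 and HES5 are Notch target genes, and DLX2 and NKX2-1 are regulators of the ventral forebrain. Of all protein-coding genes, 44.2% had a reproducible region without IgG peak within 5 kb of an end. A count of 4 among 17 is therefore no excess and does not single these genes out as targets. NOTCH1, GAD1 and ERBB4 had a region there in 2 libraries, and MYT1, DLX1, LHX6, GAD2, SST and POU5F1 in 1. No region lay within 5 kb of either end of MYT1L itself, of its relative ST18 or of the liver gene ALB. The MYT1L gene (chromosome 2, 1789113 to 2331275) had 10 regions in its body or within 5 kb of it, of which 1 was reproducible.

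The gene lists asked whether reproducible regions gathered at genes of a given kind. Of 91 autism-associated genes, 49 (53.8%) had such a region, against 52.6% in random lists of matched length, a ratio of 1.02 (random-list permutation test, two-sided, p = 0.880, adjusted p = 0.880). Notch pathway genes had 16 of 32 (13.8 expected, ratio 1.16, permutation p = 0.540, adjusted p = 0.648). Ventral forebrain and interneuron genes had 11 of 36 (30.6% against 42.7%, ratio 0.716, permutation p = 0.176, adjusted p = 0.352). Pluripotency genes had 7 of 24 (29.2% against 39.7%, ratio 0.735, permutation p = 0.387, adjusted p = 0.581). None of these 4 lists differed from random lists after adjustment. Liver and muscle genes had a region less often, 4 of 36 (11.1%, with 14.4 genes expected, ratio 0.278, permutation p = 0.0006, adjusted p = 0.0018). Ribosomal protein genes had one more often, 32 of 48 (66.7% against 33.7%, ratio 1.98, permutation p = 0.0002, the smallest that 10000 lists can give, adjusted p = 0.0012). With a −log10 q of at least 5 the ribosomal ratio was 1.61 and no longer past the threshold (permutation test, adjusted p = 0.127). The ventral forebrain list moved most among the alternatives, to 0.105 with a −log10 q of at least 5 (adjusted p = 0.0030) and to 1.12 without MYT1L replicate 2 (permutation test, adjusted p = 0.622). The random lists were not matched on expression, so a list of active or silent genes can differ from them for that reason alone.

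**Figure D4:**
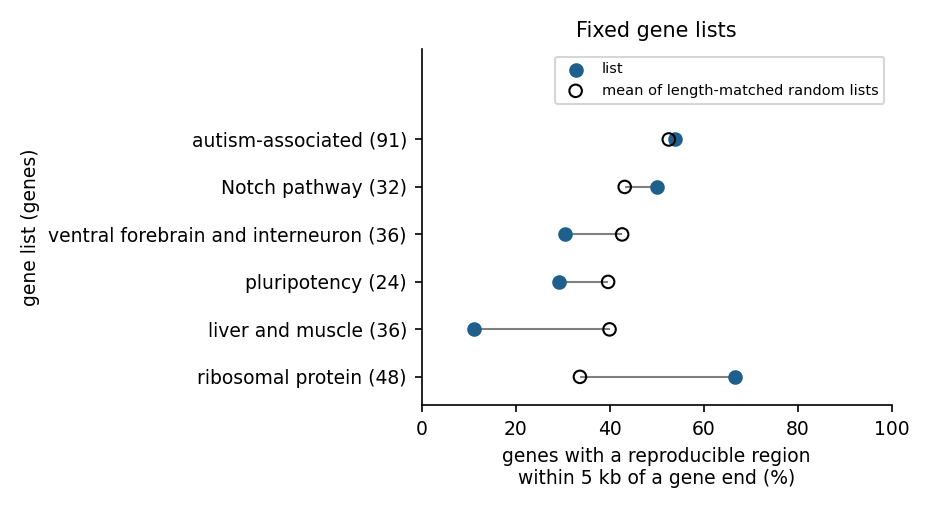
Percent of genes with a reproducible region without IgG peak within 5 kb of a gene end (filled circles) and the mean of 10000 random lists matched on gene length (open circles), for 6 gene lists with the number of genes in brackets. Ribosomal protein genes lie at 66.7% against 33.7% and liver and muscle genes at 11.1%, below their random lists, while the other 4 lists did not differ after adjustment.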

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

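All tests in this part were chosen after the result was seen. Peaks on sequences outside chromosomes 1 to 22, X and Y (unplaced and alternative sequences and the mitochondrial genome) were not used in the comparisons. There were 685 such peaks in MYT1L replicate 1, 405 in replicate 2, 559 in replicate 3 and 630 in replicate 4, more than the 220 and 169 in IgG replicates 1 and 2. As a share of all peaks the order was the opposite, with 2.62% ± 0.501 (SD, n = 4) in MYT1L and 16.4% ± 2.77 (SD, n = 2) in IgG libraries. Depth cannot be told apart from other causes of the higher number. Thinned to the depth of an IgG library, the MYT1L libraries were still expected to have at least 1.501 times its number of such peaks, while IgG replicate 1 thinned to IgG replicate 2 gave 1.19 times. That yardstick is a single pair, and on the chromosomes the same pair gave 0.759, so the margin is too small to decide. Background shared with the controls has the values it needs. In each MYT1L library at least 30.4% of these peaks overlapped an IgG peak, against 4.29% to 8.15% of its peaks on the chromosomes, and at least 90.5% of the IgG peaks there were found in every MYT1L library. Repeats that are collapsed or duplicated in the assembly may collect reads from any library, and peaks without an IgG partner may be weaker members of the same kind. Whether MYT1L itself binds at any of these sequences was not tested. Dixon's outlier test (gap over range, n = 4) on 10 measures called no MYT1L library apart from the other 3. With 4 libraries this test has little power, so it does not show that the libraries are alike. The largest gap over range was 0.798, for the median −log10 q, which was highest in replicate 4. Peak numbers after thinning were not among the 10 measures. At the depth of replicate 2, replicate 4 was expected to have 19299 peaks, against 11476 and 9426 in replicates 1 and 3.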

How the results depend on the processing

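The ranking of named regions by −log10 q was chosen after the data were seen; all other alternatives were planned. MYT1L libraries kept the higher peak number in all 9 alternatives (log2 ratio 4.19 to 4.67), the larger covered length (4.27 to 4.89) and, in 11 alternatives, the higher gene-end share. The permutation test of these 3 results cannot pass 0.05 in this design, so it says nothing about their stability. The size of the gene-end difference, 17.0 points, ranged from 8.32 to 25.8 points across the 6 fits that each left out one library. Both extremes came from leaving out an IgG library, since those differ from each other (12.8% and 30.3%). It reached 38.1 points with a −log10 q of at least 5. The overlap between MYT1L libraries stayed between 45.1% and 71.3%, above random placement in all 8 alternatives. The excess of IgG peaks in reproducible regions kept its direction and its side of the threshold in all 12 alternatives (log2 odds ratio 3.05 to 6.17), as did the excess of gene ends in reproducible regions in all 10 (31.1 to 47.3 points).

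The number of reproducible regions, 12299, fell to 6988 with a −log10 q of at least 5 and to 7491 with equal numbers of top peaks. It was 20566 with at least 2 libraries and 5952 with all 4; these moves follow from fewer peaks or another number of libraries. It ranged from 13937 to 19077 across the 4 fits that each left out one MYT1L library, where 2 of 3 libraries sufficed. It was highest without replicate 2, and the cause was not tested. The mean rho of shared peaks, 0.499, was 0.549 with a −log10 q of at least 5 and 0.458 when −log10 q was ranked in place of fold; the cause was not tested.

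The ratio of the autism list, 1.02, fell below 1 with a −log10 q of at least 5 (0.862), equal numbers of top peaks (0.920), IgG regions kept (0.973) and without IgG replicate 2 (0.986, the lowest of 0.986 to 1.15 over the 6 fits without one library). It passed the threshold in none of its 12 alternatives (permutation test, lowest adjusted p = 0.0996). The ratio of the ventral forebrain list, 0.716, became significantly low with a −log10 q of at least 5 (0.105, adjusted p = 0.0030), with equal numbers of top peaks (0.294, adjusted p = 0.0072) and with all 4 libraries (0.128, adjusted p = 0.0090, permutation tests). It rose above 1 with at least 2 libraries (1.08) and without MYT1L replicate 2 (1.12, the highest of 0.690 to 1.12 over the 6 fits). The fit without replicate 2 also asked for 2 of 3 libraries; the cause was not tested. The ribosomal ratio, 1.98, was no longer past the threshold with a −log10 q of at least 5 (1.61, adjusted p = 0.127) or with all 4 libraries (1.46, adjusted p = 0.340, permutation tests). It was 2.13 with equal numbers of top peaks (adjusted p = 0.0024, permutation test), which also left fewer regions, so the cause stays untested. The liver and muscle list stayed low and past the threshold in all 12 alternatives (ratio 0 to 0.396). Ranking regions by −log10 q placed 8 rather than 5 of the 10 named regions over 100 kb from a gene end, with 5 regions common to both rankings. Of 147 alternative values of the main results, 127 were counted as kept, 2 became weaker, 3 stronger, 6 reversed and 9 moved. Kept meant the same direction and side of the threshold, or a value within the spread. For the number of reproducible regions it meant a fixed ratio to the main value, met by 5 of 10 alternatives. The 127 include 9 alternatives each of peak number, covered length and gene-end share. Their test cannot pass the threshold, so these rest on direction or spread alone.

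The replicate numbers 1 and 2 occur in both groups. With the titles' replicate number as a block, the log2 ratios were 4.23 for peaks and 4.27 for covered length. The gene-end difference was 16.0 points, and none changed direction. By the sample numbers in the peak names only number 2 is shared, which pairs MYT1L replicate 1 with IgG replicate 2. Their gene-end shares were 32.8% and 30.3%, so the size of the difference depends on the numbering. The samples share only a number. The labels give no common batch for a number, and only 2 numbers are shared by the titles. The difference between replicates 1 and 2 correlated at 0.103 between MYT1L and IgG over 1516 IgG regions. The planned search for the core sequence of the MYT1 family at summits was not run under any setting: its peak thresholds, equal top peaks, replicates, support, window and background alternatives were not run either.

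Depth limits the lists most in MYT1L replicate 2 and in both IgG libraries. A weak region can be missing from these lists for lack of depth, so a region without an IgG peak is not shown to be free of background.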

Other observations

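All tests in this part were chosen after the results they bear on were seen. Depth was weighed as the cause of the difference in peak number between MYT1L and IgG libraries. Thinned to the depth of an IgG library, each MYT1L library was still expected to have at least 2.44 times as many peaks as that control, which argues against depth as the whole cause. The method is not exact on real lists: IgG replicate 1 thinned to IgG replicate 2 gave 0.759 of the observed peaks. For the gene-end share, depth as the cause needs thinning to lower the MYT1L shares. Thinned to the depth of IgG replicate 1, the share rose in all 4 MYT1L libraries, by 1.84 to 20.3 points, to 45.5% ± 10.1 (SD, n = 4), where changes of -20.01 to -29.4 points were needed to reach that control. This argues against depth as the cause of the higher share than in IgG replicate 1. At the depth of IgG replicate 2 the share rose in 2 libraries, and in the others the lowest change was -4.28 points. The mean of 42.7% ± 13.5 (SD, n = 4) rested on replicate 4, without which the share fell by 1.95 points on average. Against this control depth cannot be told apart from other causes, since the libraries moved both ways. The controls also differ from each other: IgG replicate 1 thinned to the depth of IgG replicate 2 came to 8.49%, against 30.3% observed there. Differences between single libraries of that size stay open beside an effect of the antibody. An effect of the MYT1L antibody on number and location is a hypothesis that stays open. Differences in chromatin input, antibody load or nuclease digestion between the groups were not tested.

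The 4 MYT1L libraries differed 2.44 times in peak number. After thinning to the depth of replicate 2, replicates 1, 3 and 4 were expected to have 11476, 9426 and 19299 peaks. With the 12310 observed in replicate 2, the 4 libraries still had a ratio of 2.05. On the IgG pair such thinning gave 0.759 of the observed peaks, so part of the gap to replicate 2 may come from the method. Without replicate 4 the ratio was 1.31, against 2.27 before thinning. Depth is thus argued against as the cause for the 4 libraries together, while among replicates 1 to 3 much of the spread went with depth. Replicate 4 also had the highest median −log10 q, 7.20, and the widest peaks, with a mean of 524 bp. A better ratio of signal to background in that library is a candidate explanation, and no biological one was tested.

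Most IgG peaks were present in the MYT1L lists, and at these peaks the median ratio of MYT1L to IgG fold lay between 1.08 and 1.33 over the 8 pairs. Fold adds 1 to pileup and background, which lowers it more in a shallower library. These ratios were not corrected for depth, so depth may account for part of them. Had the IgG libraries served as the caller's control, the local backgrounds would step by the fragment length times the scaling between the libraries. In the MYT1L libraries they stepped by a length within 0.7 bp of the shortest peak, which argues against a control scaled by any factor other than 1. In each MYT1L library at least 54.3% of local backgrounds above the genome-wide one were whole multiples of a single fragment length per 10 kb, where a typical length gives at most 3.96%. These values are consistent with each library having been called against its own local background, so that peaks of the IgG kind stayed in the lists. Among regions found in all 4 MYT1L libraries, the 596 with the highest −log10 q overlapped an IgG peak in 78.0% of cases and lay at a gene end in 9.40%, while the 595 in the fifth of 10 ranked groups had 5.04% and 75.6%. By fold the highest 596 had 53.7% with an IgG peak and 36.1% at gene ends, the fifth group 7.06% and 73.3%, and the lowest 596 had 23.99% and 25.8%. By −log10 q the lowest 596 had 1.34% with an IgG peak and 44.8% at gene ends. The share with an IgG peak was thus high at both ends of the fold ranking. Of the 3 groups compared by −log10 q, it was highest at the top and lowest at the bottom.

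The highest-fold regions without an IgG peak may hold background that the shallow controls missed. Of the 100 with the highest fold, 27 lay over 100 kb from a gene end, and 63.0% of these (17) lay in the longest gene-free stretch of their chromosome, against 12.7% of the 353 other regions as far from genes (Fisher's exact test, two-sided, p = 1.3e-08; regions are not independent). IgG peaks lay in these stretches in 33.7% and 18.5% of cases, and MYT1L peaks in 2.57% to 5.38%. Shared background near centromeres is a candidate explanation for those 17. For the other 10 it cannot be told apart from binding, because no measure of mappability was used. Of the same 100 regions, 49 lay within 1 kb of a gene end, and the explanation does not reach these. This split depended on the ranking. Of the 100 regions with the highest −log10 q, 42 lay over 100 kb from a gene end and 20 within 1 kb of one.

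The share of peaks on chromosome X differed between MYT1L libraries. It was 1.56% (95% Wilson interval 1.39% to 1.74%) in replicate 3 and 2.52% (2.35% to 2.70%) in replicate 4, with 2.13% and 1.95% in replicates 1 and 2. With equal numbers of top peaks the highest share was still 1.60 times the lowest, which argues against the length of the lists. Over all peaks X had the highest such ratio of all chromosomes, 1.62, followed by 1.47 for Y and 1.31 for chromosome 21. At gene-end peaks it was also the highest, 1.89, followed by 1.52 for Y. In the equal lists it was not, with 1.82 for chromosome 21, 1.73 for Y and 1.61 for chromosome 19. Copy number or culture state differing between cultures of the line was not tested, and the design gives no biological explanation.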
